# Transcriptomic and Metabolomic Changes Reveal the Immunomodulatory Function of Casein Phosphopeptide-Selenium Chelate in Beagle Dogs

**DOI:** 10.3390/vetsci10050345

**Published:** 2023-05-12

**Authors:** Wencan Wang, Ling Xu, Yong Cao, Guo Liu, Qianru Lin, Xin Mao

**Keywords:** casein phosphopeptide-selenium chelate (CPP-Se), transcriptome, metabolome, immunomodulatory function

## Abstract

**Simple Summary:**

A previous study by our research group demonstrated that casein phosphopeptide-selenium (CPP-Se) chelate enhanced the immune system of dogs. In this study, after feeding CPP-Se to dogs for 30 days, the leukocytes and cytokines were quantified together with the analysis of blood gene expression and serum metabolites by RNA sequencing (RNA-Seq) and metabolomics, respectively. Our findings indicate that the differentially expressed genes (DEGs) and differentially expressed metabolites (DEMs) were notably enriched in immunomodulatory and amino acid metabolic pathways, respectively. These results showed that CPP-Se can enhance immunity by regulating those genes and metabolites which are involved in immune-related pathways and also provided a theoretical basis for the future use of CPP-Se in pet foods to enhance immunity.

**Abstract:**

Casein phosphopeptide-selenium chelate (CPP-Se) is an organic compound produced by the chelation of casein phosphopeptide with selenium. This compound showed the ability to modulate canine immune response in our previous study; but its effect on the peripheral blood transcriptome and serum metabolome was unknown. This study aims to reveal the potential mechanism behind the immunomodulatory function of CPP-Se. We have identified 341 differentially expressed genes (DEGs) in CPP-Se groups as compared to the control group which comprised 110 up-regulated and 231 down-regulated genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis found that DEGs were mainly involved in immune-related signaling pathways. Moreover, the immune-related DEGs and hub genes were identified. Similarly, metabolomics identified 53 differentially expressed metabolites (DEMs) in the CPP-Se group, of which 17 were up-regulated and 36 were down-regulated. The pathways mainly enriched by DEMs were primary bile acid biosynthesis, tryptophan metabolism, and other amino acids metabolic pathways. Combined analysis of transcriptomic and metabolomic data showed that the DEGs and DEMs were commonly enriched in fatty acid biosynthesis, pyrimidine metabolism, glutathione metabolism, and glycerolipid metabolic pathways. Taken together, our findings provided a theoretical basis for further understanding of the immunomodulatory function of CPP-Se as well as a scientific reference for the future use of CPP-Se in pet foods as a dietary supplement to modulate the immunity.

## 1. Introduction

Due to the intimate relationship between companion animals and humans, pets are receiving more and more attention for their health problems. A critical cornerstone for maintaining their health is to enhance their immunity, which is a natural and more convenient way to combat pathogenic microorganisms. It has been proven that functional bio-actives in foods can improve animals’ immunity. Casein phosphopeptide (CPP) is an active product of milk casein hydrolysis [1], which can improve calcium absorption from the gastrointestinal tract [2], prevent bone loss [3], improve the fertilization rate in vitro [4,5] and promote apoptosis of tumor cells [6]. Additionally, CPP has been proven to regulate the immune function in a positive way across a variety of species. CPP can increase intestinal IgA levels in piglets [7], serum IgG levels in pregnant sows [8], stimulate lymphocytes proliferation and immunoglobulin production in rabbits [9], and promote the proliferation of CD19+ cells and splenocytes in mice [10,11]. Selenium (Se) is also an essential substance for the animal immune system and plays a vital role in immunomodulation. Studies have found that Se enhances immunity in pigs, increases cytokines expression, and regulates the gene expression of leukocytes [12,13]. Moreover, Se can also regulate the bovine’s cellular immune response [14] and increase the genetic expression of immunomodulators in bulls’ Sertoli cells [15].

Blood is an important component of the immune system and contains a large quantity of immune cells, including cytokines and immunoglobulins. As the blood circulates throughout the body, these immunomodulators play an extremely important role in combating the invaded pathogens [16,17]. Peripheral blood mononuclear cells (PBMCs) undergo gene expression and participate in the immune regulatory network of blood and are therefore the primary cells involved in immune response. Interestingly, nine organs, including the brain, colon, heart, kidney, liver, lung, prostate, spleen, and stomach, share approximately 80% of their transcriptome with PBMCs [18]; therefore, the rapid turnover rate of PBMCs makes it possible that disease-related subtle changes within tissues may result in a differential expression of genes in blood cells [19]. Consequently, the immunological status of different organs and tissues as well as the general health status of the body can be reflected in the genetic expression of peripheral blood [16,18]. Moreover, metabolites detected by the metabolome can reflect the physiological and pathological status of the organism [20]. Therefore, RNA sequencing (RNA-Seq) and metabolomic studies are suitable methods for investigating the immune-related functions and health status of an individual [21,22]. Currently, blood RNA-Seq and serum metabolomics have been used to study disease mechanisms [23,24,25] and immunity [19,26,27,28,29,30], but there are only a few reports available related to the use of multi-omics to explore the immune function in dogs.

Our previous study initially showed that CPP-Se can increase blood cytokine production, lymphocyte proliferation and regulate the expression of immune-related genes [31]. In the present experiment, the changes in blood transcriptome and serum metabolites were analyzed to further elucidate the potential mechanism of how CPP-Se regulates the immune function.

## 2. Materials and Methods

### 2.1. Animals and Experimental Design

Twelve healthy, adult Beagle dogs (1.5 years old, mean 13 kg weight) were used in this experiment and were divided into two groups i.e., a control and a treatment group. All the animals were fed twice a day (9:00 am and 3:00 pm) with maintenance food (Jiangsu Xietong Inc., Nanjing, China). Two hours after being fed the maintenance food, the control and experimental groups were respectively fed 30 g of the control snack without CPP-Se and 30 g of the test snack containing 0.03% CPP-Se (Chongqing Sweet Pet Products Co., Ltd., Chongqing, China). The dogs were acclimatized for 7 days with the snacks before the start of the experiment and provided with water ad libitum during the 30-day experiment.

The CPP-Se was provided by the College of Food Science, South China Agricultural University. All the procedures were approved by the Institutional Animal Care and Use Committee of South China Agriculture University (Permit Number: SCAU-AEC-2010-0416). The schematic diagram of the experimental design is shown in Figure 1.

### 2.2. Hematology Routine and Serum Cytokines Concentration Detection

Canine peripheral blood was collected according to the previous method [31]. Briefly, 1 mL of blood was collected from the saphenous vein, and added to an EDTA-K_2_ anticoagulation tube, gently mixed and stored at 4 °C for transport to the laboratory, followed immediately by a routine blood analysis (Mindray, Shenzhen, China) to measure the blood leukocyte. Serum was collected according to Zheng’s method [32]. Briefly, 2 mL of canine peripheral blood was collected from the saphenous vein and added to a serum separator tube which was left at room temperature for 1 h and then centrifuged at 3000 rpm for 10 min at 4 °C. The serum was then divided into 1.5 mL EP tubes and stored at −20 °C for cytokines detection and metabolite analysis. The concentration of serum IL-4, IL-6, IgM, IgG and IFN-γ was detected according to the instructions given with ELISA kits (FANKEL Industrial Co., Ltd., Fankew, Shanghai, China).

### 2.3. RNA-Seq and Data Analysis

#### 2.3.1. RNA Library Construction and Sequencing

After whole blood collection, the RNA was extracted by Trizol LS (Aidlab Biotechnologies, Beijing, China) reagent and assayed for integrity and total RNA concentration using an Agilent 2100 bioanalyzer (Agilent, Santa Clara, CA, USA). The poly-A mRNAs were enriched by Oligo (dT) magnetic beads and then the divalent cations were used to randomly break mRNAs in an NEB fragmentation buffer, followed by library construction using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA); index codes were added to attribute sequences to each sample. After library construction, initial quantification was performed using a Qubit 2.0 Fluorometer, followed by dilution of the library to 1.5 ng/μL and the detection of the insert size of the library using an Agilent 2100 bioanalyzer. RT-qPCR was performed to accurately quantify the effective concentration of the library to ensure the libraries’ quality. T RNA sequencing was then performed by the Novogene Bioinformatics Institute (Novogene, Beijing, China) for the paired-end sequencing on the Illumina NovaSeq 6000 platform (Illumina, Inc., San Diego, CA, USA).

#### 2.3.2. Quality Control and Differentially Expressed Genes (DEGs) Identification

The raw data generated by RNA-Seq contain few sequencing junctions or low-quality reads. Therefore, in order to obtain high-quality data for downstream analyses, reads with junctions and containing N (N means the base information is uncertain) as well as low-quality reads were filtered together with the calculation of Q20, Q30 and GC contents. HISAT2 (v 2.0.5) was used to construct an index of the reference genome and clean reads were aligned to the reference genome (https://ftp.ensembl.org/pub/release-100/fasta/canis_lupus_familiaris/, accessed on 13 June 2022). The assembly of reads aligned to the reference genome was prepared using StringTie (v 1.3.3b) [33]. Based on the gene length and the number of reads mapped to this related gene, the FPKM of each gene was calculated. The heatmap was constructed using FPKM and the differential expression between the two groups was analyzed using DESeq2 software (v 1.20.0). Genes with a *p*-adj < 0.05 and |Fold Change| ≥ 1.5 were considered as DEGs. The RNA-Seq data were deposited in the Gene Expression Omnibus (GEO) datasets on NCBI.

#### 2.3.3. Functional Enrichment Analysis of DEGs

Gene Ontology (GO) and Kyoto Encyclopedia of Gene and Genome (KEGG) enrichment analysis of DEGs was performed using the clusterProfiler R package (v 3.8.1) [34] and *p* < 0.05 was considered as significant.

### 2.4. Screening for Immune-Related Genes

Immune-related genes of DEGs were screened using the ImmPort database (https://www.immport.org/home, accessed on 4 February 2023) and obtained from genes’ lists (immunologically relevant lists of genes curated with functions and Gene Ontology terms) [35].

### 2.5. Protein–Protein Interaction (PPI) Network Construction and Hub Genes Analysis of DEGs

The PPI networks were constructed using the online String database (https://www.string-db.org/, accessed on 4 February 2023) and an interaction with a combined score of ≥ 0.4 was considered significant. Hub genes analysis was then performed using the cyto-Hubba application (v 0.1) from Cytoscape (v 3.9.0) based on the degree method. KEGG enrichment analysis of hub genes was performed using the DAVID online database (https://david.ncifcrf.gov/conversion.jsp, accessed on 4 February 2023).

### 2.6. Untargeted Metabolomics and Data Analysis

#### 2.6.1. Metabolites Extraction

100 μL of serum was resuspended with pre-chilled methanol (80%), incubated on ice for 5 min and then centrifuged at 15,000× *g* for 20 min at 4 °C. The required amount of supernatant was diluted with LC-MS grade water to a final concentration of 53% methanol. The supernatant was then transferred to new EP tubes and then centrifuged at 15,000× *g* for 20 min at 4 °C, and finally transferred to the LC-MS/MS system for analysis [36].

#### 2.6.2. UHPLC-MS/MS Analysis

A Vanquish UHPLC system (Thermo Fisher, Waltham, MA, USA) connected to an Orbitrap Q Exactive^TM^ HF mass spectrometer (Thermo Fisher, Waltham, MA, USA) was used for UHPLC-MS/MS analysis. Serum was injected into a Hypersil Gold column using a 12-min linear gradient at a flow rate of 0.2 mL/min. The eluents used were 0.1% FA in water (eluent A) and methanol (eluent B) for the positive polarity mode and 5 mM ammonium acetate (eluent A) and methanol (eluent B) for the negative polarity mode (eluent B). The settings were as follows: (1) Spray voltage: 3.5 kV, (2) Capillary temperature: 320 °C, (3) Sheath gas flow rate: 35 psi and aux gas flow rate: 10 L/min, (4) S-lens RF level: 60, and (5) aux gas heater temperature: 350 °C.

#### 2.6.3. Data Processing and Metabolite Identification

A Compound Discoverer 3.1 (Thermo Fisher, Waltham, MA, USA) was used to process the raw data files and to perform peak alignment and selection as well as metabolite quantitation. Peak intensities were then adjusted to reflect the total spectral intensity. According to the additive ions, molecular ion peaks and fragmented ions, the normalized data were used to predict the molecular formula of the metabolites. Subsequently, the actual data, including qualitative and relative quantitative results, were obtained using mzCloud (https://www.mzcloud.org/, accessed on 5 February 2023), mzVault, and the MassList database.

#### 2.6.4. Data Analysis

The metabolites were annotated using the KEGG database (https://www.genome.jp/kegg/pathway.html, accessed on 10 February 2023), HMDB database (https://hmdb.ca/metabolites, accessed on 10 February 2023), and LIPIDMaps database (http://www.lipidmaps.org/, accessed on 10 February 2023). Principal component analysis (PCA) and partial least squares discriminant analysis (PLS-DA) were conducted using metaX [37]. Univariate analysis (*t*-test) was used to calculate the statistical significance. The metabolites with VIP > 1 and *p* < 0.05 and |fold change|≥ 2 were considered as differentially expressed metabolites (DEMs). The DEMs based on log_2_ (fold change) and -log10 (*p*-value) were presented using volcano plots. The data were normalized using the z-scores of the DEMs intensity area for clustering heat maps, and a pheatmap tool was used to decipher the results. The correlation between DEMs was examined, and the R language was used to assess the significance of the correlation (*p* < 0.05). The KEGG database was used to assess the pathways enriched by the DEMs, and an enrichment of *p* < 0.05 was considered as significant.

### 2.7. Combined Analysis of RNA-Seq and Metabolome Data

Correlations between RNA-seq and metabolomic data were assessed by Pearson correlation analysis. According to the correlation coefficients, the interaction network between DEMs and hub genes was plotted using Cytoscape. Moreover, the common pathways between DEGs and DEMs were analyzed by an online MetaboAnalyst 5.0 tool (https://www.metaboanalyst.ca, accessed on 15 February 2023).

### 2.8. Total RNA Extraction, cDNA Synthesis and RT-qPCR

Whole blood RNA was extracted with Trizol LS (Aidlab Biotechnologies, Beijing, China) reagent. The Nano Pro 2010 (DHS Life Science and Technology, Tianjin, China) was used to determine the concentration and quality of RNA. The cDNA was prepared with ABScript III RT Master Mix kit (ABclonal, Wuhan, China) according to the manufacturer’s instructions. The prepared cDNA was stored at −20 °C and RT-qPCR was performed using 2× Universal SYBR Green Fast qPCR Mix (ABclonal, Wuhan, China) on an RT-qPCR detection system (Bioer Technology, Hangzhou, China). Briefly, for relative mRNA expression assays, we used a 10 µL system containing 5 µL SYBR Green I Premix (ABclonal, Wuhan, China), 0.5 µL each of forward and reverse primers (Supplementary Table S1), 1 µL cDNA and 3 µL RNase-free water. Relative mRNA expression levels were calculated using the 2^−∆∆CT^ method [38].

### 2.9. Statistical Analysis

All data were tested for normality and homogeneity of variance prior to statistical analysis. Data between the two groups were analyzed by Student *t*-test and a value of *p* < 0.05 was considered as statistically significant; experimental results are expressed as mean ± standard error (SEM).

## 3. Results

### 3.1. Evaluation of Immune-Related Parameters

The number of blood leukocytes in the CPP-Se group increased significantly as compared to the control group after 30 days of CPP-Se feeding (Figure 2A, *p* < 0.05). Serum IgG levels did not change noticeably after feeding CPP-Se (Figure 2B, *p* > 0.05), but IgM levels increased significantly (Figure 2C, *p* < 0.01). Additionally, the contents of IFN-γ, IL-4 and IL-6 were increased significantly in the CPP-Se group compared to the control group (Figure 2D,F, *p* < 0.01).

### 3.2. Summary of RNA-Seq Data

After we had filtered the raw data and checked the error rate, we obtained a total of 39.98 Gb of clean reads data from all the samples. 

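Whole blood was taken on day 30 from 3 dogs of the control group and 3 dogs of the CPP-Se group, and 1 library was sequenced per dog. The control dogs ate 30 g of a snack without the supplement, and the CPP-Se dogs ate 30 g of the same snack with 0.03% CPP-Se, a chelate of selenium with peptides cleaved from casein. The authors aligned the reads to the dog genome of Ensembl release 100 with HISAT2 and assembled them with StringTie, and the gene positions given here are in that genome. They deposited FPKM (fragments on a gene, scaled by gene length and library size) for 31512 genes, 561 of which were found by the assembly alone. In each library, FPKM multiplied by gene length was a whole multiple of 1 step for 100% of the genes, so the number of reads on each gene could be recovered. The recovered reads on genes were 6598173, 6838746 and 7665265 in control replicates 1, 2 and 3, and 6780213, 8067034 and 6935168 in CPP-Se replicates 1, 2 and 3. The paper's Table S2 lists between 43312698 and 45993880 clean reads per dog. Sequencing was of paired ends and FPKM count fragments, so a recovered read may stand for a pair of clean reads. The library sizes that the FPKM imply were 0.882 to 1.65 times the recovered reads on genes, so the deposited FPKM already carry a scaling between libraries that the paper's text does not name. The implied sizes ranked the dogs as did the factors between recovered reads and the normalized counts of the paper's Table S3. Both were lowest in CPP-Se replicate 3 (6119445 and 0.823) and highest in CPP-Se replicate 2 (13336023 and 1.78). The highest ratio of implied size to recovered reads was that of CPP-Se replicate 2, in which 8 hemoglobin genes held 36.6% of the reads on genes, against 48.7% to 55.9% in the other dogs. The paper's text does not state how reads on overlapping genes, or on either strand, were counted.

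Changes between the groups were tested on log2(FPKM + 1) in the 9847 genes with a mean of at least 1 FPKM over the 6 dogs. The test was two-sided, by limma (lmFit, then eBayes with an intensity trend) with Benjamini-Hochberg adjustment over these genes. A DEG had an adjusted p under 0.05 and a fold change of at least 1.5 in either direction. The pseudocount of 1 lowers the log2 fold change of genes with few FPKM. Depth was low for part of the genes: the median gene tested had a mean of 80.7 reads per dog, and 636 of the genes tested had fewer than 10. Recovered reads come from PCR libraries without molecular identifiers, and a count of 0 was read against a floor of 3 reads, which covers counting error only. Where a single measure was compared between 3 dogs and 3 dogs, an exact permutation test cannot give a two-sided p under 0.1.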

The error rate < 0.03, Q30 > 92.77%, total mapped ratio went from 94.98% to 96.04% and the GC content from 57.16% to 57.85%, indicating that these were high-quality reads (Supplementary Table S2). Moreover, the boxplot of genes’ FPKM in each sample showed the overall gene expression pattern of the different sample (Figure 3A). 

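An FPKM above 0 was found for 13755, 13243 and 13974 genes in control replicates 1, 2 and 3, and for 13066, 14688 and 13410 genes in CPP-Se replicates 1, 2 and 3. Over these genes, the median log2(FPKM + 1) was 1.88, 1.96 and 1.83 in the control dogs and 2.02, 1.72 and 1.96 in the CPP-Se dogs. The lower and upper quartiles were highest in CPP-Se replicate 1, at 0.92 and 3.46, and lowest in CPP-Se replicate 2, at 0.64 and 3.14. Between 9554 and 9731 genes per dog had an FPKM of at least 1, with medians of log2(FPKM + 1) between 2.60 and 2.69. Another 14897 genes were at 0 in all 6 dogs, so the median over all genes in the file was 0 in each dog. The 20 genes with the highest mean FPKM held 47.6%, 51.9% and 48.4% of the summed FPKM in the control dogs and 51.4%, 35.6% and 54.5% in the CPP-Se dogs, so the shares of the groups overlapped.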

Correlation analysis showed that the R^2^ > 0.8 between biological replicates within groups and between different samples (Figure 3B), and these results suggested that the sequencing data are reliable and can be further analyzed.

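The squared Pearson correlation of log2(FPKM + 1) across all 31512 genes lay between 0.922 and 0.959 in the 15 pairs of dogs, with a median of 0.938. In the 6 pairs within a group it was 0.928 to 0.959, and in the 9 pairs between groups 0.922 to 0.949, so the ranges overlapped. The lowest value was that of control replicate 2 and CPP-Se replicate 1. These are correlations across genes, which are not independent replicates, and the 14897 genes at 0 in every dog count among them. Restricting the genes to the 9847 tested moved the lowest value most, to 0.831.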

### 3.3. DEGs and Functional Enrichment Analysis

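In the fit of log2(FPKM + 1), 3 of the 9847 genes tested were DEGs, of which 0 were up-regulated and 3 were down-regulated (limma with Benjamini-Hochberg adjustment, lowest adjusted p = 0.0277). An unadjusted p under 0.05 was found for 1572 genes. The 3 dogs of one group lay above all 3 of the other in 2269 genes (23.0%, where chance gives 10%), with 1025 higher and 1244 lower in the CPP-Se group. The DEGs were OVGP1 and a pair of genes that the paper's Table S3 does not list and that were chosen here after their values were seen. One is ENSCAFG00000025882 (chromosome 7, 25364877 to 25364956), a small nucleolar RNA with 3, 2 and 3 recovered reads in the control dogs and 0 in each CPP-Se dog, so both groups were at or under the floor of 3 reads. The other is ENSCAFG00000002237 (chromosome 1, 98050515 to 98051104), annotated as a pseudogene and described as a ribosomal protein, with 14, 14 and 16 reads in the control dogs and 0, 1 and 0 in the CPP-Se dogs (adjusted p = 0.0408). The counting could have shared reads between it and other genes of that ribosomal protein.

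The paper's Table S3 lists 341 genes, of which 339 were among the genes tested. All 339 changed in the direction the paper lists, and across these genes the log2 fold changes had a Pearson correlation of 0.988 with the paper's. An unadjusted p under 0.05 was found for 336 of them and groups without overlap for 330. With the p-values adjusted over all genes tested, 1 of the 339 passed the thresholds, and with the adjustment over the list alone 335 passed. As the list holds the paper's own calls on the same libraries, the latter count shows no stability. Adjusted over the list alone, a common sum of FPKM moved the count most, to 185. The setting that moved the number of DEGs most was a negative binomial model of the recovered reads, chosen after seeing the data. It gave 418 DEGs, 149 up-regulated and 269 down-regulated, among them 323 of the genes in Table S3.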

Compared with the control group, 110 significantly up-regulated and 231 down-regulated genes were identified in the CPP-Se group (Figure 4A, Supplementary Table S3). 

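The first genes of the paper's Table S4 are ALOX15, ENSCAFG00000016065 and CAMP, and those of its Table S5 are OVGP1, SLC2A9 and DLEC1. Expression of ALOX15 (ENSCAFG00000015949, chromosome 5, 31882501 to 32038119) was 4.69 ± 1.28 FPKM in the control group and 110.5 ± 98.3 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for the other genes). ALOX15 rose by 3.18 on the log2 scale (standard error 1.22, adjusted p = 0.270 from limma with Benjamini-Hochberg adjustment), but the groups overlapped. Its FPKM in CPP-Se replicates 1, 2 and 3 were 129, 4.05 and 198, against 5.70, 3.25 and 5.14 in the control dogs. Leaving out CPP-Se replicate 2, the CPP-Se dog that overlapped the control dogs, moved its log2 fold change most, to 4.85 (adjusted p = 0.0128 from limma). With the negative binomial model, chosen after seeing the data, its adjusted p was 0.00849. Over the other settings tried its adjusted p lay between 0.0597 and 0.524. ENSCAFG00000016065 (chromosome X, 44508997 to 44509863), which has no symbol in the file and is described there as a ribosomal protein, had 60, 2247 and 1099 recovered reads in the CPP-Se dogs and 65, 61 and 51 in the control dogs. Its groups overlapped too, with a log2 fold change of 2.88 (standard error 1.00, adjusted p = 0.245). Leaving out CPP-Se replicate 1, the dog with 60 reads, moved its log2 fold change most, to 4.25 (adjusted p = 0.00975 from limma). This was the only 1 of the 6 fits with a dog left out in which it passed. With the negative binomial model its adjusted p was 0.0147, and with limma-voom with sample quality weights 0.205. Expression of CAMP (ENSCAFG00000012896, chromosome 20, 40790811 to 40792794) was 0.692 ± 0.0433 FPKM in the control group and 7.54 ± 4.39 FPKM in the CPP-Se group, without overlap. CAMP rose by 2.20 on the log2 scale (standard error 0.36, adjusted p = 0.138).

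Of the down-regulated genes, OVGP1 (ENSCAFG00000013729, chromosome 17, 63957251 to 63983421) had 16.0 ± 4.75 FPKM in the control group and 1.16 ± 0.552 FPKM in the CPP-Se group, and fell by 2.98 on the log2 scale (standard error 0.27, adjusted p = 0.0277 from limma with Benjamini-Hochberg adjustment). With each dog left out in turn, its log2 fold change stayed between -3.18 and -2.76, but it passed in only 1 of the 6 fits (adjusted p from 0.0416 to 0.235 from limma). With a pseudocount of 0.1 its adjusted p was 0.0764, and over the other settings tried it lay between 8.85e-20 and 0.235. In the control dogs, ENSCAFG00000032137, which was chosen after its values were seen and lies beside OVGP1 on the other strand (chromosome 17, 64001663 to 64110905), held reads equal to 8.38% of those on OVGP1, and in the CPP-Se dogs it held 0 against 76 on OVGP1. SLC2A9 (ENSCAFG00000015634, chromosome 3, 69394152 to 69595802) had 3.52 ± 0.417 FPKM in the control group and 0.436 ± 0.242 FPKM in the CPP-Se group, a log2 fold change of -1.66 (standard error 0.24). DLEC1 (ENSCAFG00000004948, chromosome 23, 7813546 to 7889324) had 5.56 ± 3.68 FPKM in the control group and 0.783 ± 0.261 FPKM in the CPP-Se group, a log2 fold change of -1.75 (standard error 0.37). Neither gene passed the threshold (adjusted p = 0.138 for both), although the groups did not overlap in either.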

Hierarchical clustering of all the DEGs (Figure 4B) was used to show the gene expression pattern and the top 20 significantly up- and down-regulated genes are shown in Supplementary Tables S4 and S5, respectively.

The 341 DEGs were subjected to GO analysis, including the biological process (BP), cellular component (CC) and molecular function (MF). In our study, a total of 444 GO terms was found to be enriched (Supplementary Table S6). 

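In the paper's Table S6, 30 of these terms have an unadjusted p under 0.05 and 0 have an adjusted p under 0.05, and the paper's lowest adjusted p is 0.178. The terms that the paper names hold 34 different genes of its Table S3, all of which were tested here. Of the 34 genes, 13 were higher and 21 lower in the CPP-Se group, each in the paper's direction. An unadjusted p under 0.05 was found for 33 of them, and the groups did not overlap for 32. None passed the thresholds over all genes tested (limma with Benjamini-Hochberg adjustment, adjusted p from 0.138 to 0.392). The negative binomial model called 28 of the 34 and limma-voom with sample quality weights called 13, both chosen after seeing the data. The enrichment itself was not repeated, as the full term lists were not used here.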

The top 10 terms of each category are shown in Figure 4C. 

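The paper's Table S6 lists 10 of its DEGs under ion transport, and PFKFB2 and H6PD under both the hexose and the monosaccharide metabolic process. The unadjusted p of the paper's enrichment test are 0.125, 0.0440 and 0.0510 for these terms, each with an adjusted p of 0.949. Of the ion transport genes, ITPR3, RHAG and ATP13A2 were higher in the CPP-Se group and the other 7 were lower, with log2 fold changes from -1.25 (KCNJ15) to 1.11 (RHAG). The dogs of the groups did not overlap in any of the 10, and their adjusted p were 0.138 to 0.186 (limma with Benjamini-Hochberg adjustment). RHAG is a red cell gene, and 16 other red cell genes differed by a mean of 0.25 on the log2 scale (adjusted p = 0.304 from camera in limma with Benjamini-Hochberg adjustment). PFKFB2 and H6PD fell by 1.34 and by 0.87 on the log2 scale, also without overlap between the groups.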

The important BP terms were ion transport and the metabolic process. Similarly, the predominant enriched CC terms were the extracellular region, myosin complex, and actin cytoskeleton. 

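Of the 7 DEGs that Table S6 lists under the extracellular region, CAMP, ADAMTS10 and ENSCAFG00000029830 were higher in the CPP-Se group. The other 4, CXCL6 and MMP8 among them, fell by at least 1.19 on the log2 scale. The dogs of the groups overlapped for FN1 and MMP8, and 6 of the 7 genes had an unadjusted p under 0.05. The myosin complex and the actin cytoskeleton share the same 3 genes, with an unadjusted p of 0.0283 and 0.0864 in the paper's enrichment test. ENSCAFG00000030083 rose by 0.92 and a gene found by the assembly alone rose by 0.77 on the log2 scale, while MYO9B fell by 0.61. Their adjusted p were 0.183 to 0.192 (limma with Benjamini-Hochberg adjustment).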

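In the paper's Table S6, transmembrane signaling receptor activity, signaling receptor activity and molecular transducer activity hold the same 11 DEGs, so these terms rest on a single set of genes. TBXA2R, CD3D, DISP3 and CCR9 were higher in the CPP-Se group, and the other 7 were lower. The log2 fold changes ranged from -1.28 (ADGRE1) to 1.66 (TBXA2R), with adjusted p of up to 0.212 (limma with Benjamini-Hochberg adjustment), and the groups overlapped in 0 of the 11 genes. Cytokine activity holds FLT3LG, which rose by 0.76 on the log2 scale, and the chemokine genes CXCL8 and CXCL6, which fell.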

The most significant MF terms were the transmembrane signaling receptor activity, signaling receptor activity, molecular transducer activity, and cytokine activity. Moreover, KEGG analysis revealed a total of 246 enriched pathways (Supplementary Table S7). 

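The cytokine–cytokine receptor interaction, T cell receptor, TNF, B cell receptor, NF-kappa B and Toll-like receptor signaling pathways hold 39 different genes of the paper's Table S3. All were tested, and 11 were higher and 28 lower in the CPP-Se group, with no overlap between the groups in any of the 39. None passed the thresholds over all genes tested, where the adjusted p were 0.138 to 0.207 (limma with Benjamini-Hochberg adjustment). Each had an unadjusted p under 0.05. Of the 39, 37 were called by the negative binomial model and 14 by limma-voom with sample quality weights, both chosen after seeing the data. In the paper's Table S7, 36 pathways have an unadjusted p under 0.05 and 11 have an adjusted p under 0.05. The paper's adjusted p are 9.84e-05 for the cytokine–cytokine receptor interaction and 0.0908 for the T cell receptor pathway.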

Among the top 20 pathways, most are related to immune responses, such as the cytokine–cytokine receptor interaction signaling pathway, TCR signaling pathway, TNF signaling pathway, B cell receptor signaling pathway, NF-kappa B signaling pathway, and Toll-like receptor signaling pathway (Figure 4D).

### 3.4. Immune-Related Genes and Hub Genes Analysis of DEGs

A total of 52 immune-related genes was screened from DEGs, out of which 19 were found to be up-regulated and 33 were down-regulated (Supplementary Table S8); the top 10 up-/down-regulated DEGs were selected for display according to the log_2_FC in Supplementary Table S9. 

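All 52 genes of Table S8 were among the genes tested, and 19 were higher and 33 lower in the CPP-Se group, each in the paper's direction. CXCL6 fell most and CAMP rose most, and the smallest increase was 0.75 on the log2 scale. For each of the 52, the 3 dogs of one group lay above the 3 of the other and the unadjusted p was under 0.05. The adjusted p were 0.138 to 0.224 (limma with Benjamini-Hochberg adjustment), so 0 passed over all genes tested. Chosen after seeing the data, the negative binomial model called 50 of the 52 and limma-voom with sample quality weights called 19. Whole blood RNA mixes cell types, and marker genes outside the paper's DEG table were tested as lists (camera in limma with Benjamini-Hochberg adjustment over 12 lists). The means were 0.53 higher on the log2 scale for B cells (adjusted p = 0.00143, 11 genes), 0.42 higher for T cells (adjusted p = 0.00145, 17 genes) and 0.81 higher for NK and cytotoxic cells (adjusted p = 0.00143, 9 genes). The mean of 9 monocyte genes fell by 0.64 (adjusted p = 0.00145), while that of 10 neutrophil genes fell by 0.19 and did not pass (adjusted p = 0.265). With the inter-gene correlation estimated from these dogs, which was chosen after seeing the data, 0 lists passed, and the adjusted p of the 4 lists were 0.161 to 0.532. For monocytes the estimate was 0.00980, near the 0.01 of the main setting, yet the unadjusted p from camera rose from 0.000388 to 0.0238. A high correlation is thus not the reason in that list. In a test also chosen after seeing the data, 1 of the 10 splits of the 6 dogs into 3 and 3, the real one, gave 4 of these 5 lists past the threshold in these directions, and a share of 1 in 10 leaves chance open.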

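SEMA4F, PRF1 and LTB were higher in the CPP-Se group, and IL18RAP, IL1RAP and TLR4 were lower. SEMA4F (ENSCAFG00000008321, chromosome 17, 48479659 to 48506660) had the fewest FPKM of these genes, with 0.766 ± 0.542 FPKM in the control group and 2.41 ± 0.905 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for the other genes). SEMA4F rose by 0.96 on the log2 scale (standard error 0.32, adjusted p = 0.224 from limma with Benjamini-Hochberg adjustment). PRF1 (ENSCAFG00000014071, chromosome 4, 21498249 to 21500864) had 4.47 ± 0.871 FPKM in the control group and 12.6 ± 2.55 FPKM in the CPP-Se group, and rose by 1.31 (standard error 0.21). The FPKM of LTB (ENSCAFG00000030292, chromosome 12, 1079358 to 1081153) were 131 ± 26.8 and 328 ± 131 in the control and CPP-Se groups, a log2 fold change of 1.27 (standard error 0.32, adjusted p = 0.171). On the log2 scale, IL18RAP (ENSCAFG00000002134, chromosome 10, 40581096 to 40605766) fell by 1.14 and IL1RAP (ENSCAFG00000014029, chromosome 34, 22546899 to 22623544) fell by 1.35, with standard errors of 0.22 and 0.29. TLR4 (ENSCAFG00000003518, chromosome 11, 71356390 to 71367165) had 22.5 ± 4.51 FPKM in the control group and 9.24 ± 2.31 FPKM in the CPP-Se group, and fell by 1.21 (standard error 0.23). PRF1, IL18RAP, IL1RAP and TLR4 shared an adjusted p of 0.138, so none of the 6 passed the threshold, although the groups did not overlap in any of them.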

Most of these DEGs are associated with cytokine–cytokine receptor mediated immunomodulatory pathways, such as SEMA4F, PRF1, LTB, IL18RAP, IL1RAP and *TLR4*. Furthermore, we performed PPI and hub genes analysis of these immune-related DEGs, and found that *ZAP70*, *LCK* and *LCP2* were hub genes based on the node score (Figure 5A,B).

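Expression of ZAP70 (ENSCAFG00000002371, chromosome 10, 44887433 to 44900071) was 12.5 ± 2.86 FPKM in the control group and 26.3 ± 6.66 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for LCK and LCP2). ZAP70 rose by 1.01 on the log2 scale (standard error 0.24, adjusted p = 0.161 from limma with Benjamini-Hochberg adjustment). Part of ZAP70 overlaps ACTR1B on the opposite strand, which held 434 recovered reads over the 6 dogs against 2345 on ZAP70. LCK (ENSCAFG00000010625, chromosome 2, 68941249 to 68964567) had 31.9 ± 7.53 FPKM in the control group and 58.8 ± 7.40 FPKM in the CPP-Se group. Its increase of 0.88 on the log2 scale had a standard error of 0.23 and an adjusted p of 0.171. LCP2 (ENSCAFG00000016961, chromosome 4, 41611775 to 41656364) had 54.5 ± 2.93 FPKM in the control group and 35.8 ± 1.28 FPKM in the CPP-Se group, and fell by 0.59 (standard error 0.16, adjusted p = 0.183). The groups did not overlap in any of the 3 genes, and a two-sided exact permutation test of each gave 0.1, the smallest p that 3 dogs against 3 allow. With each dog left out in turn, the log2 fold change was 0.82 to 1.17 for ZAP70, 0.69 to 1.02 for LCK and -0.64 to -0.57 for LCP2. With a common sum of FPKM it was 1.19 for ZAP70, 1.05 for LCK and -0.45 for LCP2 (adjusted p = 0.751 for LCP2 from limma). For LCP2 it was -0.47 with quantile normalization, -0.48 with a common sum without the 20 highest genes and -0.58 with median-ratio scaling. Under each of these scalings LCP2 fell by less than 1.5-fold.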

PPI networks of all up- and down-regulated genes were constructed, and the hub genes were screened. The top 10 most significant up-regulated hub genes were IL2RB, CD5, PRF1, TBX21, *ZAP70*, CD19, *LCK*, CD6, CD3D and ITK (Figure 5C), and the top 10 most significant down-regulated hub genes were *TLR4*, FCGR1A, CD86, *LCP2*, LYN, IL10RA, CSF3R, SYK, CSF2RA and CSF2RB (Figure 5D). 

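Of the 10 down-regulated hub genes, TLR4 fell most and LCP2 least, with adjusted p of 0.138 to 0.197 (limma with Benjamini-Hochberg adjustment). None of the 10 passed the threshold, and each had an unadjusted p under 0.05 and groups without overlap. Among the up-regulated hub genes, TBX21 (ENSCAFG00000016705, chromosome 9, 24077761 to 24086261) had 4.26 ± 1.93 FPKM in the control group and 14.1 ± 3.55 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for the other genes), and rose by 1.55 on the log2 scale (standard error 0.29, adjusted p = 0.138 from limma with Benjamini-Hochberg adjustment). CD5 (ENSCAFG00000016332, chromosome 18, 55217276 to 55235405) had 14.0 ± 2.61 FPKM in the control group and 23.8 ± 2.32 FPKM in the CPP-Se group, a log2 fold change of 0.74 (standard error 0.19, adjusted p = 0.176). CD6 (ENSCAFG00000016378, chromosome 18, 55296986 to 55335880) had 20.1 ± 7.45 FPKM in the control group and 47.5 ± 9.82 FPKM in the CPP-Se group, a log2 fold change of 1.23 (standard error 0.28, adjusted p = 0.144). The groups did not overlap in TBX21, CD5 or CD6, and none of these passed the threshold. Among the down-regulated hub genes, CSF3R (ENSCAFG00000003376, chromosome 15, 5822025 to 5831882) had the most FPKM, with 903 ± 187 FPKM in the control group and 486 ± 103 FPKM in the CPP-Se group, a log2 fold change of -0.89 (standard error 0.27, adjusted p = 0.196). IL10RA (ENSCAFG00000012844, chromosome 5, 15677547 to 15682163) had 21.2 ± 2.49 FPKM in the control group and 10.4 ± 1.07 FPKM in the CPP-Se group, a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.138). FCGR1A overlaps H2BC18 and LYN overlaps ENSCAFG00000029884, each on the opposite strand, and the counting could have shared their reads. Over the 6 dogs, ENSCAFG00000029884 held 10270 recovered reads and LYN 6869.

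**Figure D1:**
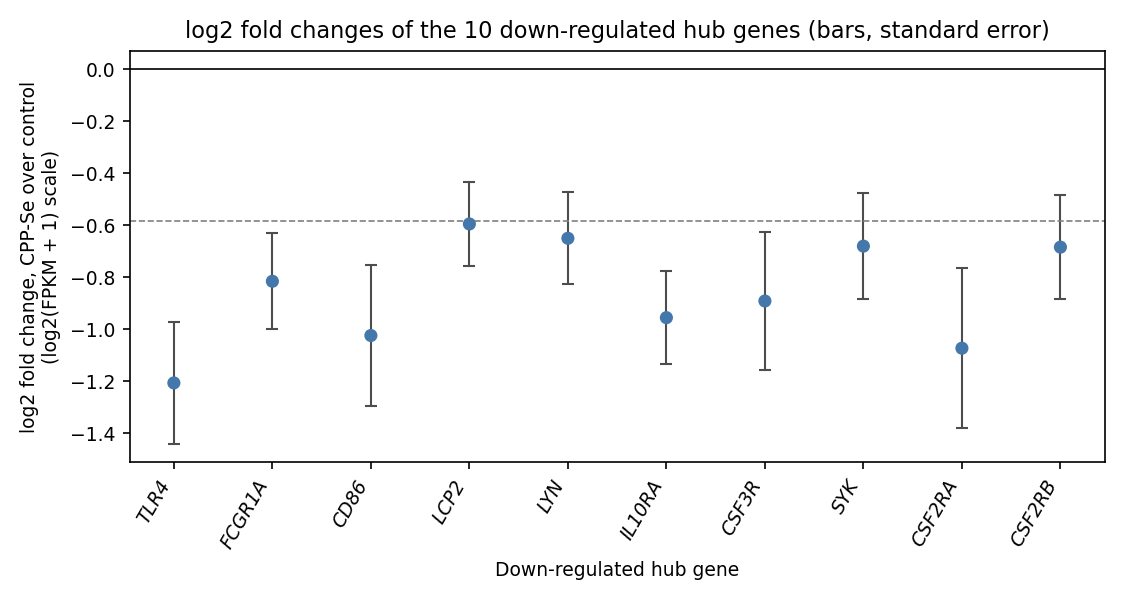
Log2 fold change of FPKM (CPP-Se over control, log2(FPKM + 1)) for the 10 down-regulated hub genes, with bars for the standard error from limma and a dashed line at a fall of 1.5-fold. The genes lie between -1.21 and -0.59.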

Among them, the *ZAP70* and LCK were immune-related up-regulated DEGs. Furthermore, pathway analysis of these 20 hub genes showed that several immune-related pathways were enriched, including the cytokine–cytokine receptor interaction pathway, the NF-kappa B signaling pathway, and the TCR signaling pathway (Supplementary Table S10).

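Table S10 lists 5 hub genes under the cytokine–cytokine receptor interaction and 5 under the NF-kappa B pathway. Under the cytokine–cytokine receptor interaction, IL2RB was higher and CSF3R, IL10RA, CSF2RB and CSF2RA were lower in the CPP-Se group, with log2 fold changes from -1.07 (CSF2RA) to 0.80 (IL2RB). Under the TCR signaling pathway, ZAP70, LCK and CD3D were higher and LCP2 was lower. Under the NF-kappa B pathway, ZAP70 and LCK were higher and LYN, SYK and TLR4 were lower. In none of these genes did the groups overlap, and the adjusted p over all genes tested were 0.138 to 0.197 (limma with Benjamini-Hochberg adjustment).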

### 3.5. Analysis of DEGs Related to Cytokine–Cytokine Receptor Interaction Signaling Pathway and TCR Signaling Pathway

Cytokines and T cells are the vital components of the immune system that keep the body in a normal physiological state. KEGG analysis indicated that the highest number of DEGs was involved in cytokine–cytokine receptor interaction signaling pathways, and the immune-related genes were mostly associated with cytokines and cytokine receptors. In addition, the immune-related genes *LCK*, *ZAP70* and *LCP2* were co-enriched in the TCR signaling pathway. For further verification, DEGs in the cytokine–cytokine receptor interaction signaling pathway and the TCR signaling pathway were analyzed. In total, 175 genes were found to be enriched in the cytokine–cytokine receptor interaction signaling pathway, including 19 DEGs (5 up-regulated and 14 down-regulated, Figure 6A). Moreover, 115 genes were associated with the TCR signaling pathway, including 9 DEGs (4 up-regulated and 5 down-regulated, Figure 6B). 

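The 19 genes were all tested, and CCL4, TNFRSF25, LTB, CCR9 and IL2RB were higher in the CPP-Se group while the other 14 were lower. CXCL6 fell most and CCL4 rose most, and the 14 lower genes fell by at least 0.68 on the log2 scale. For each of the 19, the dogs of the groups did not overlap and the unadjusted p was under 0.05. The adjusted p over all genes tested were 0.138 to 0.207 (limma with Benjamini-Hochberg adjustment), so 0 of the 19 passed. IL2RB (ENSCAFG00000001511, chromosome 10, 27370797 to 27388775) had 24.9 ± 4.66 FPKM in the control group and 44.2 ± 8.68 FPKM in the CPP-Se group (SD, n = 3 dogs per group), with a standard error of 0.22 on the log2 scale and an adjusted p of 0.184. CSF2RA (ENSCAFG00000011041, chromosome X, 832046 to 853876) had 23.1 ± 3.09 FPKM in the control group and 11.1 ± 5.15 FPKM in the CPP-Se group, with a standard error of 0.31.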

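Among the genes of the TCR signaling pathway, CD3D (ENSCAFG00000031719, chromosome 5, 15389243 to 15396750) had 7.22 ± 0.489 FPKM in the control group and 17.2 ± 5.07 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for FOS), and rose by 1.11 on the log2 scale (standard error 0.23, adjusted p = 0.138 from limma with Benjamini-Hochberg adjustment). CD3D overlaps CD3G on the opposite strand, which held 316 recovered reads over the 6 dogs against 747 on CD3D. FOS (ENSCAFG00000017040, chromosome 8, 48331026 to 48333467) had 8.33 ± 2.34 FPKM in the control group and 2.47 ± 0.573 FPKM in the CPP-Se group, and fell by 1.41 (standard error 0.24, adjusted p = 0.138). Neither passed the threshold over all genes tested, and the groups did not overlap in either. Of the same pathway, ZAP70 and LCK were also higher and JUN and LCP2 were also lower. FOS is an immediate early gene, and 9 immediate early genes outside the paper's DEG table fell by a mean of 0.28 on the log2 scale (adjusted p = 0.241 from camera in limma with Benjamini-Hochberg adjustment).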

PPI networks were constructed from the DEGs (Figure 6C,D) and the hub genes were identified. According to the node degree, *CCL4*, CXCR2, CXCL6, *CXCL8* and *CCR9* were important hub genes present in the cytokine–cytokine receptor interaction signaling pathway (Figure 6E), while the other hub genes, i.e., *LCK* and *ZAP70*, present in the TCR signaling pathway are also related to the immune system (Figure 6F).

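CCL4 (ENSCAFG00000018164, chromosome 9, 37676966 to 37710209) had 1.08 ± 0.257 FPKM in the control group and 6.89 ± 2.90 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for the other genes), and rose by 1.85 on the log2 scale (standard error 0.32, adjusted p = 0.138 from limma with Benjamini-Hochberg adjustment). The file's description of this gene names another chemokine, CCL3, and a gene with the symbol CCL3 lies within it on the opposite strand. Over the 6 dogs, CCL4 held 245 recovered reads and CCL3 held 10. CCR9 (ENSCAFG00000013879, chromosome 20, 42607024 to 42616823) had 3.51 ± 0.493 FPKM in the control group and 9.53 ± 4.06 FPKM in the CPP-Se group, a log2 fold change of 1.16 (standard error 0.28, adjusted p = 0.161). Expression of CXCR2 (ENSCAFG00000014615, chromosome 37, 24843171 to 24844247) was 193 ± 28.9 FPKM in the control group and 84.9 ± 25.2 FPKM in the CPP-Se group. CXCR2 fell by 1.21 on the log2 scale (standard error 0.27, adjusted p = 0.143). CXCL6 (ENSCAFG00000025016, chromosome 13, 62513898 to 62515218) had 86.9 ± 37.0 FPKM in the control group and 31.6 ± 16.6 FPKM in the CPP-Se group, a log2 fold change of -1.48 (standard error 0.41, adjusted p = 0.183). CXCL8 (ENSCAFG00000003029, chromosome 13, 62434422 to 62438354) had 5.24 ± 1.10 FPKM in the control group and 1.62 ± 1.33 FPKM in the CPP-Se group, and fell by 1.35 (standard error 0.35, adjusted p = 0.173). None of the 5 passed the threshold over all genes tested, and the groups did not overlap in any of them. Rescaled to a common sum in each dog, the FPKM of CCL4 gave an adjusted p of 0.0210, and over the other settings tried its adjusted p lay between 7.24e-05 and 0.455. From the higher expression of LCK and ZAP70, the paper proposes that CPP-Se strengthens the immunity of dogs through T cell function and TCR signaling.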

### 3.6. Untargeted Metabolomics and DEMs Analyses

The dogs’ serum metabolic changes that resulted from CPP-Se supplementation were explored and the DEMs were identified by metabolome analysis. The PCA and OPLS-DA showed a significant difference in metabolic profiles between the CPP-Se and control groups (Figure 7A,B). A total of 53 DEMs was identified in the CPP-Se group compared to the control group, including 17 up-regulated and 36 down-regulated metabolites (Figure 7C, Supplementary Table S11). The hierarchical clustering of DEMs is shown in Figure 7D. KEGG enrichment analysis showed that the pathways enriched by DEMs were bile secretion, primary bile acid biosynthesis, tryptophan metabolism and other amino acids metabolic pathways (Figure 7E).

### 3.7. Combined Analysis of Transcriptomics and Metabolomics

To reveal the correlation between transcriptomics and metabolomics, the correlations between DEGs (top 10 up-/down-regulated immune-related DEGs and hub genes *ZAP70*, *LCK*, *CCL4*, *CCR9*) and DEMs were calculated by using the Pearson correlation analysis, where correlation coefficients values >0 and <0 were considered as positive and negative correlations, respectively (Figure 8A). Further, correlation coefficients value of >0.8 and *p* < 0.5 were considered as strong correlations, and the interaction networks between these four hub genes and DEMs were plotted by Cytoscape. The results showed a significant positive correlation between methionine, isoquinoline, liquiritigenin, ACar 15:2 (11E,15Z)-9,10,13-trihydroxyoctadeca-11,15-dienoic acid, genistein 4-O-glucuronide and hub genes, suggesting that these DEMs may be synergistically involved with hub genes in immune regulation (Figure 8B). Moreover, KEGG analysis showed the pathways which were commonly enriched by DEGs and DEMs were fatty acid biosynthesis, glycerolipid metabolism, glycerophospholipid metabolism, pyrimidine metabolism, etc (Figure 8C).

### 3.8. RT-qPCR Validation

We randomly selected 10 DEGs (*MMP8*, *CCL4*, *NAMPT*, *CCR9*, *TLR4*, *CD163*, *ALOX15*, *CMA1*, *CAMP* and *CXCL8*) for RT-qPCR detection, and the results showed that the expression trends of these DEGs were consistent with the sequencing data (Figure 9), further showing that our sequencing data are reliable.

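The deposited FPKM changed in the direction of the paper's DEG table for all 10 genes, of which CCL4, CCR9, ALOX15, CMA1 and CAMP were higher and MMP8, NAMPT, TLR4, CD163 and CXCL8 lower in the CPP-Se group. MMP8 (ENSCAFG00000023335, chromosome 5, 29035820 to 29046808) had 13.9 ± 9.58 FPKM in the control group and 4.39 ± 2.13 FPKM in the CPP-Se group (SD, n = 3 dogs per group here and for the other genes). MMP8 fell by 1.21 on the log2 scale (standard error 0.62, adjusted p = 0.392 from limma with Benjamini-Hochberg adjustment), and its groups overlapped. The size of this fall depended on single dogs. Its log2 fold change was -1.98 without control replicate 3 and -0.75 without control replicate 2, and 0 of the 6 fits with a dog left out passed. NAMPT (ENSCAFG00000003992, chromosome 18, 13993022 to 14208657) had 64.9 ± 21.0 FPKM in the control group and 29.9 ± 9.56 FPKM in the CPP-Se group, a log2 fold change of -1.10 (standard error 0.32, adjusted p = 0.192). CD163 (ENSCAFG00000013968, chromosome 27, 37669827 to 37753106) had 1.70 ± 0.625 FPKM in the control group and 0.454 ± 0.324 FPKM in the CPP-Se group. CD163 fell by 0.89 on the log2 scale (standard error 0.31, adjusted p = 0.240). CMA1 (ENSCAFG00000012443, chromosome 8, 4438244 to 4441189) had 1.74 ± 0.653 FPKM in the control group and 9.08 ± 4.39 FPKM in the CPP-Se group, and rose by 1.81 (standard error 0.36, adjusted p = 0.138). Over all genes tested 0 of the 10 passed, and 9 of the 10 had an unadjusted p under 0.05. The negative binomial model called 9 of the 10 and limma-voom with sample quality weights called 3, both chosen after seeing the data. The groups overlapped for MMP8 and ALOX15 alone. The RT-qPCR measurements themselves were not analysed here.

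**Figure D2:**
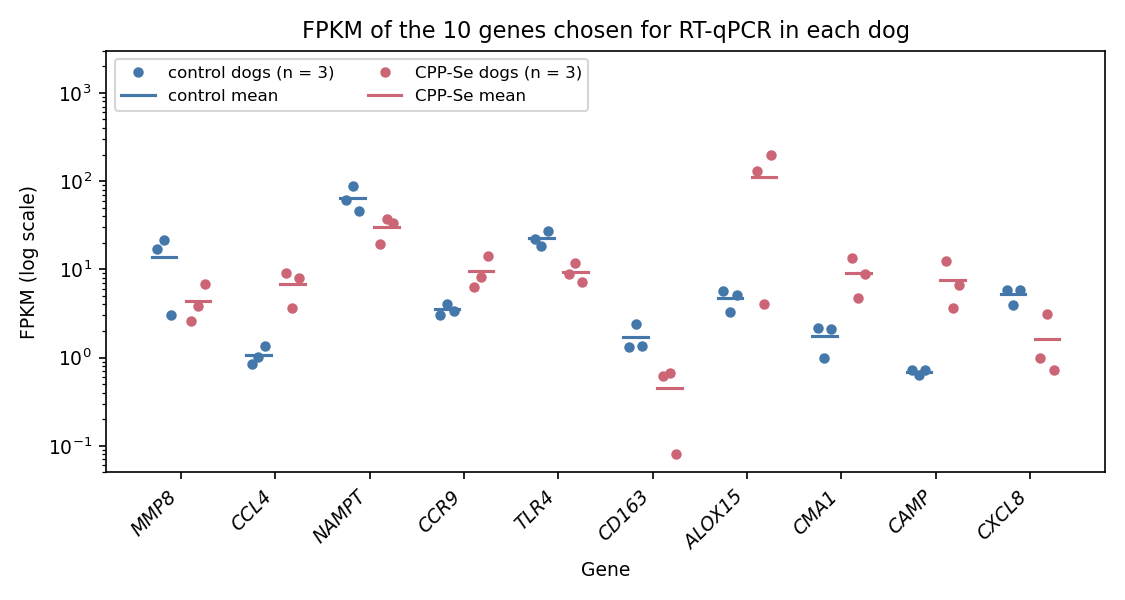
FPKM of the 10 genes chosen for RT-qPCR on a log axis, with 1 point per dog and a line at the mean of each group (3 control dogs and 3 CPP-Se dogs). For MMP8, control replicate 3 lies at 3.07 FPKM, among the CPP-Se dogs, and for ALOX15, CPP-Se replicate 2 lies among the control dogs.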

## 4. Discussion

Animals with better immunity can fend off disease-causing microorganisms and stay healthy. In our previous study, we observed that CPP-Se could increase some immunological markers in dogs, including lymphocyte counts and cytokine levels [31]. In this research, we further investigated the effect of CPP-Se on canine immune function by blood RNA-Seq and metabolome analysis. First, blood leukocytes, serum cytokines and immunoglobulin levels were assessed after CPP-Se supplementation. Leukocytes and cytokines are important components of the blood immune system and play a vital role in combating infection and inflammation in animals’ bodies [39,40]. Our results showed that CPP-Se was effective in increasing leukocyte counts and cytokine levels, which are consistent with previous studies. Transcriptome analysis indicated that 341 DEGs were identified in the CPP-Se group compared to the control group and these DEGs were significantly enriched in several immunomodulatory pathways, suggesting that CPP-Se affects the blood gene expression profile of dogs.

The cytokine–cytokine receptor interaction signaling pathway is an essential immune related pathway which is involved in the regulation of disease processes in many species [28,41,42,43,44]. Our enrichment analysis revealed that the cytokine–cytokine receptor interaction signaling pathway was significantly enriched by DEGs. Ye et al. demonstrated that specifically salmonella or reproductive respiratory syndrome virus infection significantly up-regulate the cytokine mRNAs expression in pigs, and that DEGs in the blood were also enriched in the cytokine–cytokine receptor interaction signaling pathway, demonstrating that specific factors in this pathway are involved in blood immune system regulation and reflect the health status of the organism [29]. Similarly, Qian et al. demonstrated that cytokine–cytokine receptor interaction plays a critical role in the clearance of the respiratory syncytial virus in vivo [45]. In the present study, the cytokine–cytokine receptor interaction signaling pathway was the most enriched for DEGs, and cytokines or cytokine receptors were encoded by many immune-related DEGs. In this pathway, *CCL4* and *CCR9* are up-regulated hub genes encoding chemokines and chemokine receptors, respectively. An important function of chemokines is to direct immune cells to the site of inflammation and thereby defend and eliminate the pathogenic microbes [46,47]. *CCL4* is a member of the CC chemokine family and binds to its receptors to regulate immune cell migration and stimulate T cell activation and differentiation [48,49]. In addition, *CCL4* has been found to have antimicrobial activity [50]. Our study showed that CPP-Se increased *CCL4* expression and presumably increased the resistance to pathogenic infection. Similarly, *CCR9* belongs to the chemokine receptor family and is mainly expressed on immature T cells together with neutrophils and mononuclear macrophages [51]. The role of *CCR9* in inflammatory diseases is currently being investigated. Huang et al. found a significant increase in *CCR9* in mice suffering with myocardial infarction, suggesting that *CCR9* plays an important role in inflammatory cells infiltration [52]. In addition, *CCR9*+ T cells and plasmacytoid dendritic cells can reach the small intestine under the guidance of ligands, suggesting that *CCR9* plays a vital role in regulating the intestinal immune response [53,54]. Wurbel et al. found that *CCR9* knockout mice were more susceptible to colitis caused by infectious agents and recovered more slowly, and the colonic mucosa was found to harbor a large number of macrophages and inflammatory cytokines, suggesting that *CCR9* may be able to regulate the response of colonic immune cells [55]. Our results showed that CPP-Se could increase *CCR9* expression, indicating that the immune system of dogs is enhanced to some extent. Additionally, the immune function of the gut may be concomitantly improved, but this needs to be demonstrated by more in-depth studies.

The sequencing data showed that CPP-Se significantly increased the expression of *LCK* and *ZAP70* genes, which are enriched in the TCR signaling pathway. Importantly, *LCK* and *ZAP70* are also immune-related hub genes. The TCR signaling pathway is a critical pathway for the recognition of external pathogenic microorganisms [56]. In the TCR signaling pathway, the phosphorylation of *LCK* recruits and activates *ZAP70*, which mediates T cell maturation and activation [57]. Mutation of *ZAP70* was found to cause T cell-related immune deficiency in zebrafish [58]. In addition, the deletion of *ZAP70* reduced the number of *CD8+* T cells, resulting in a loss of ability to activate the TCR pathway, T cell proliferation, and cytokine expression [59]. Wang et al. concluded that the expressions of *LCK* and *ZAP70* were significantly downregulated in the submandibular gland of juvenile goats compared to adult goats, and because the immune function in the submandibular glands of goats gradually decreases with growth, this suggests that there is a positive correlation between *LCK, ZAP70*, and immune function [60]. Certain bio-actives, such as amino acids, can affect immunity by modulating the proliferative capacity of T cells [61]. Wu et al. found that asparagine phosphorylates *LCK*, which activates the TCR signaling pathway and promotes T cell activation, resulting in increased responses to pathogens and tumor cells, ultimately leads to improved immunity [62]. Du et al. illustrated that hydrolytic amino acids increased *ZAP70* expression in mouse lymphocytes, accompanied by lymphocyte proliferation and cytokine production; this demonstrates that *ZAP70* can activate lymphocytes and improve immune function [63]. Our results showed that CPP-Se increased the mRNA expression of *LCK* and *ZAP70*, suggesting that CPP-Se may enhance the immunity of dogs by promoting the immune function of T cells and the TCR signaling pathways.

Our metabolomic data showed that the pathways highly enriched by DEMs included several amino acids metabolism pathways, such as tryptophan, phenylalanine, cysteine, and methionine amino acid metabolism pathways. Studies have shown that amino acids metabolism is closely associated with immune response [64,65]. Kynurenic acid (KYNA), a metabolic product of tryptophan, was found to stimulate the expression of IL-6 in human breast cancer cells as well as cytokine production in mouse splenocytes [66,67]. Barth et al. showed that KYNA exerts its immunomodulatory function by activating neutrophils and recruiting leukocytes [68]. In addition, KYNA decreased TNF and nitric oxide levels in the serum of mice treated with LPS, and increased survival rates after LPS infection [69].

Correlation analysis showed that methionine, isoquinoline and liquiritigenin were positively correlated with *ZAP70*, *LCK* and *CCL4*. Methionine is considered to be an important amino acid that affects the immune function of the body. Numerous studies have demonstrated that methionine enhances the cellular immune response [70], stimulates leukocytes migration [71], promotes the development of bursa [72] and increases the differentiation of thymic T cells [73] in poultry. Soder et al. discovered that methionine stimulates the proliferation of peripheral blood lymphocytes in dairy cows [74]. During in vitro pathogen infection, Zhou et al. observed an increase in granulocytic phagocytosis in cows fed a supplemented fodder with methionine, indicating that methionine may enhance the immune system [75]. Moreover, reduced lymphocyte counts, increased susceptibility to bacterial infection and a lower responsiveness to mitogens are all consequences of methionine restriction in mice [76]. Isoquinoline is a class of alkaloids with anti-inflammatory activity and has been proven to inhibit LPS-induced inflammation and apoptosis in mouse cardiomyocytes [77]. Pickler et al. found that the sanguinarine, a major component of isoquinoline alkaloids, reduced the detection rate of bacteria in the cecum and increased the proportion CD4+ and CD8α+ cells in the blood in a model of salmonella enteritis [78]. Liquiritigenin, a flavonoid extracted from licorice, has been illustrated to increase the concentration of cAMP in dendritic and T cells, thereby regulating cytokine production and exerting anti-inflammatory effects [79]. Treatment of mouse macrophages with liquiritigenin suppressed the LPS-induced NF-κB DNA binding activity and inhibited the LPS-stimulated production of iNOS proteins. Furthermore, liquiritigenin reduced the levels of TNF-α, IL-1β and IL-6 in macrophages exposed to LPS, suggesting that liquiritigenin has anti-inflammatory effects [80]. In our study, KYNA, methionine, isoquinoline, and liquiritigenin were notably increased after CPP-Se feeding, suggesting that these metabolites may work in concert with immune-related hub genes to exert an immunomodulatory function after CPP-Se supplementation.

In this study, the combined analysis showed that the pathways which are commonly enriched by DEGs and DEMs, such as glycerolipid metabolism, pyrimidine metabolism, and glutathione metabolism, need further attention, as some reports have indicated that these pathways are also involved in immune regulation [81,82,83].

## 5. Conclusions

In conclusion, we used RNA-Seq and metabolomic analysis for the first time to explore changes in the blood transcriptome and serum metabolome of dogs fed CPP-Se. The results showed that CPP-Se can regulate the expression of immune-related hub genes, such as *CCL4, CCR9, ZAP70*, and *LCK*, which play critical roles in the immune system. KEGG analysis demonstrated that DEGs were enriched in several immune regulatory pathways, out of which the cytokine–cytokine receptor interaction signaling pathway and the TCR signaling pathway were the significant ones, indicating their important functions in the regulation of the canine immune system by CPP-Se. In addition, the metabolomic data indicated that the amino acids metabolism was mainly affected by CPP-Se, and the significant positive correlations among methionine, isoquinoline, liquiritigenin and hub genes were identified, and these metabolites were closely linked with immune functions. As a consequence, we have elucidated the underlying mechanism by which CPP-Se exerts its immunomodulatory effects, although this requires further research to demonstrate; however, the results of our present study still bring prospective value to the addition of CPP-Se in pets’ routine diet to enhance immunity.

## Figures and Tables

**Figure 1:**
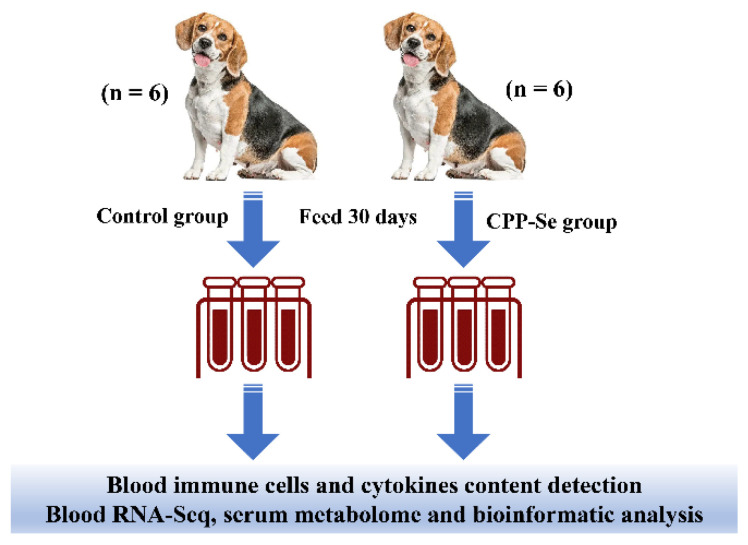
Experimental design.

**Figure 2:**
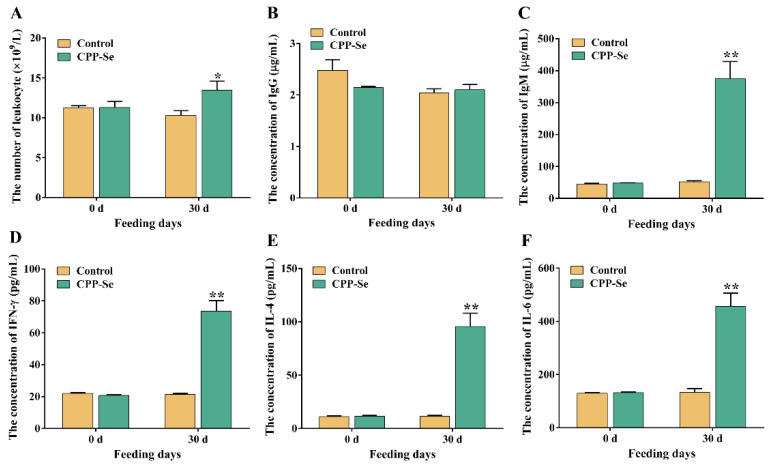
The number of blood leukocytes (**A**) and the levels of serum IgM (**B**), IgG (**C**), IFN-γ (**D**), IL-4 (**E**) and IL-6 (**F**) between control and CPP-Se groups. “*” indicates *p* < 0.05 and “**” indicates *p* < 0.01.

**Figure 3:**
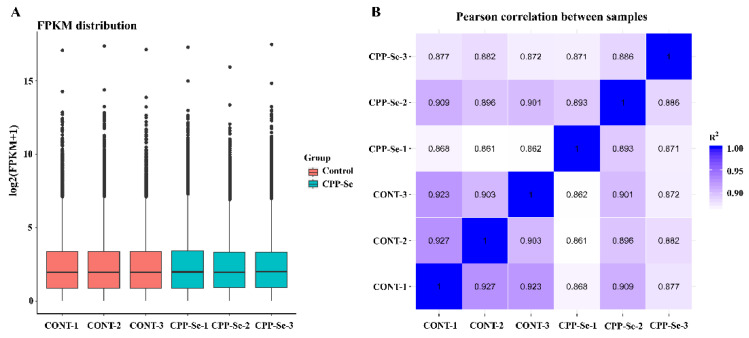
The gene expression boxplot (**A**) and Pearson correlation analysis (**B**) of all samples.

**Figure 4:**
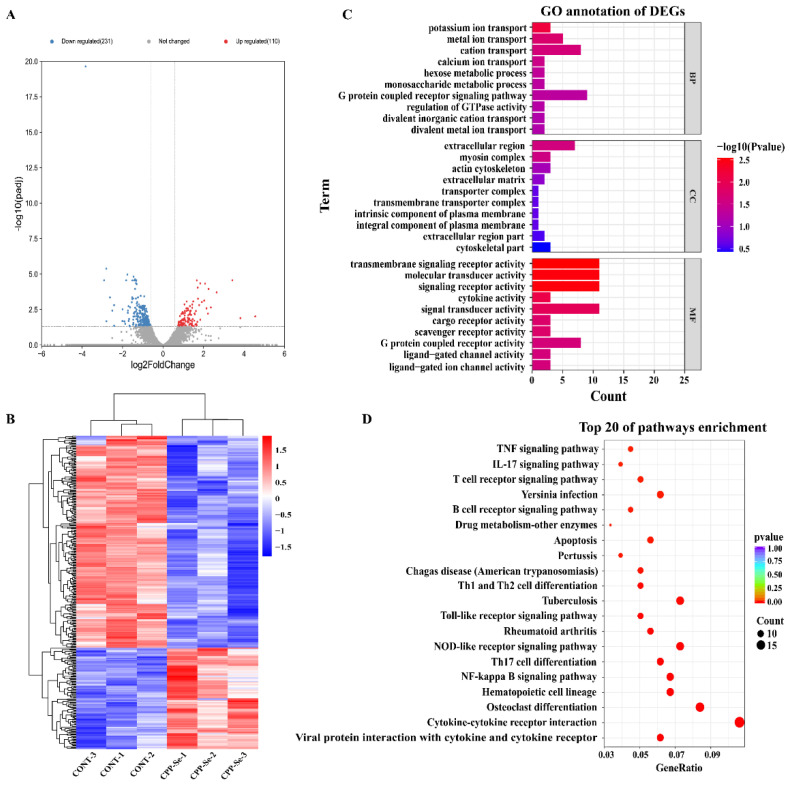
Analysis of DEGs. Volcano plot (**A**) and hierarchical cluster analysis (**B**) of DEGs in control and CPP-Se groups. (**C**) GO analysis. (**D**) KEGG enrichment analysis.

**Figure 5:**
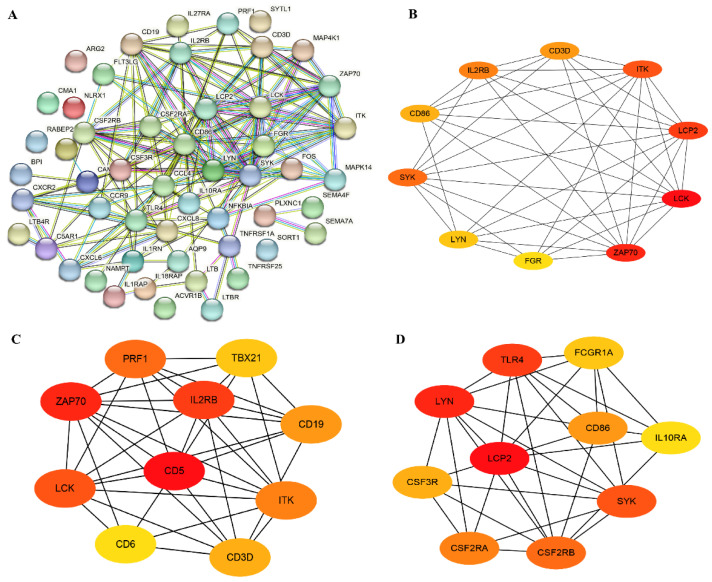
Immune-related genes and hub genes analysis of DEGs. (**A**) The PPI network of immune-related genes. (**B**) The hub genes analysis of immune-related genes. (**C**) The hub genes screening of all up-regulated DEGs. (**D**) The hub genes screening of all down-regulated DEGs.

**Figure 6:**
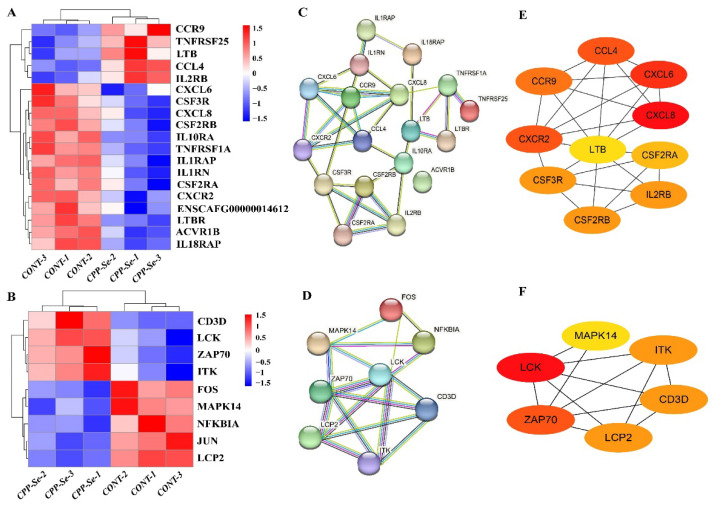
Analysis of DEGs related to cytokine–cytokine receptor interaction signaling pathway and TCR signaling pathway. (**A**) DEGs involved in cytokine–cytokine receptor interaction signaling pathway. (**B**) DEGs involved in TCR signaling pathway. (**C**) PPI network of DEGs in cytokine–cytokine receptor interaction signaling pathway. (**D**) PPI network of DEGs in TCR signaling pathway. (**E**) Hub genes analysis of DEGs in cytokine–cytokine receptor interaction signaling pathway. (**F**) Hub genes analysis of DEGs in TCR signaling pathway.

**Figure 7:**
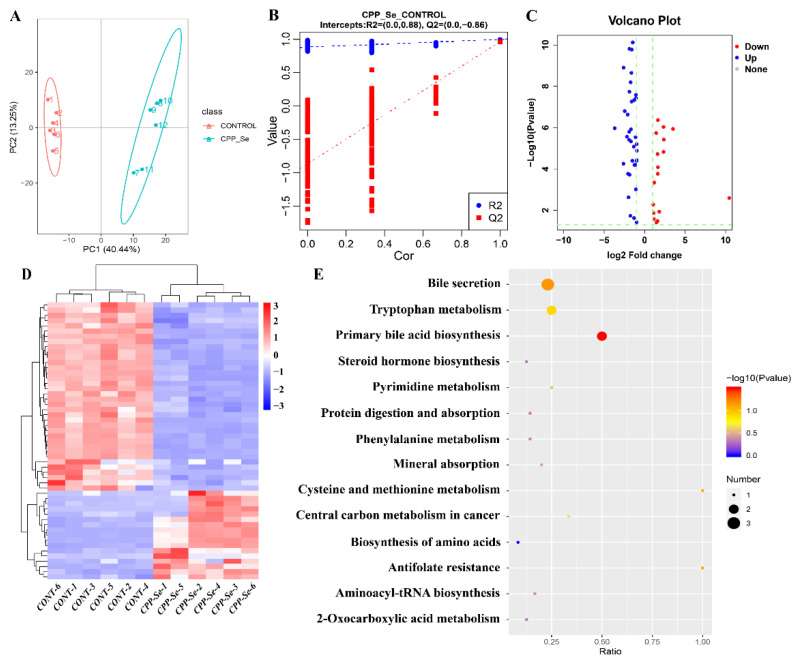
Metabolome analysis of serum. (**A**) PCA analysis of metabolites. (**B**) OPLS-DA score plot of metabolites. (**C**) Volcano plot of DEMs. (**D**) Clustering heatmap of DEMs. (**E**) KEGG pathways analysis of DEMs.

**Figure 8:**
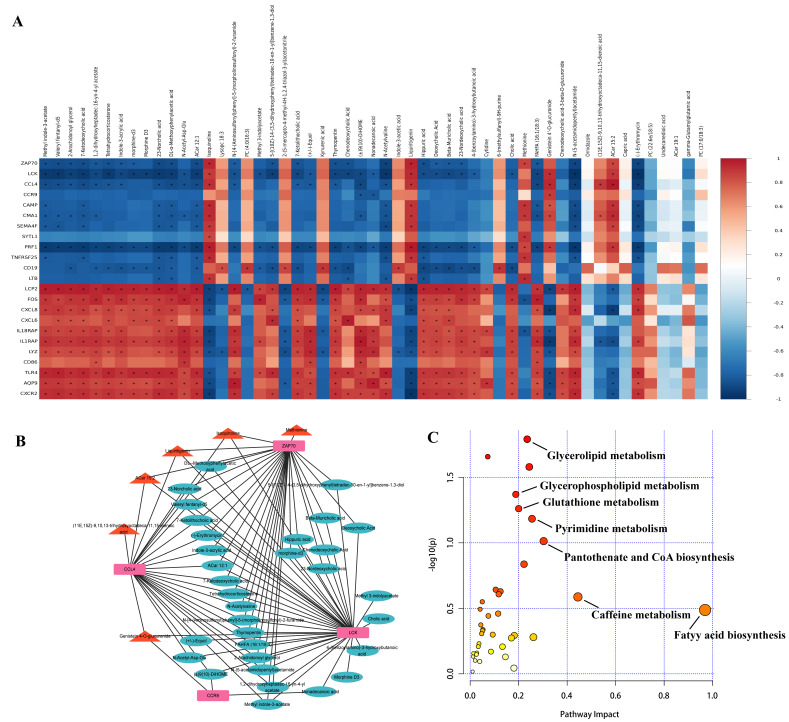
Combined analysis between transcriptome and metabolome data. (**A**) Pearson correlation analysis of DEGs and DEMs. The red and blue colors represent positive and negative correlations, respectively. “*” indicates *p* < 0.05. (**B**) Interaction network of hub genes and DEMs. Pink rectangles represent up-regulated hub genes, red triangles represent up-regulated DEMs that are significantly positively associated with hub genes, and light blue ellipses represent down-regulated DEMs that are significantly negatively associated with hub genes. (**C**) Common pathways between DEGs and DEMs.

**Figure 9:**
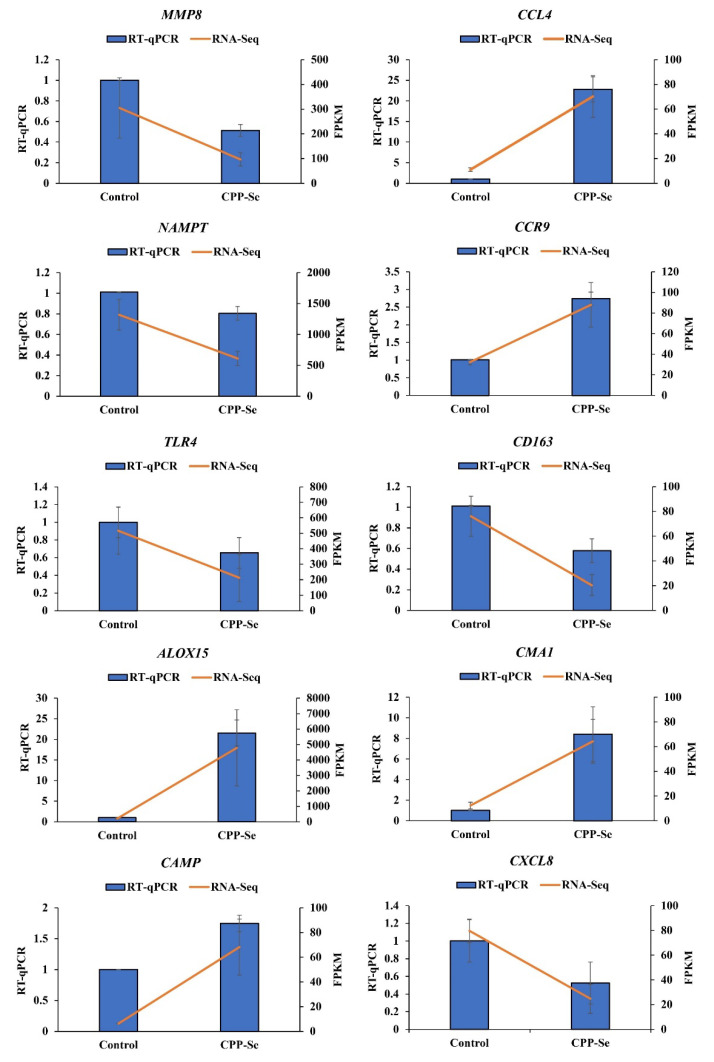
RT-qPCR validation.

## Data Availability

The RNA-seq raw data are available at NCBI GEO (Gene Expression. Omnibus) databases under the accession number GSE222161.The metabolomic data are available in the OMIX, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (https://ngdc.cncb.ac.cn/omix, accession no: OMIX003027, accessed on 10 February 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vetsci10050345/s1, Table S1: The primers sequences information. Table S2: Overview of RNA-Seq data in control and CPP-Se groups. Table S3: The DEGs between CPP-Se and control groups. Table S4: Top 20 up-regulated DEGs between the CPP-Se and control group. Table S5: Top 20 down-regulated DEGs between the CPP-Se and control group. Table S6: The GO enrichment analysis of DEGs. Table S7: The KEGG enrichment analysis of DEGs. Table S8: The list of immune-related genes; Table S9: Top 10 up/down-regulated immune-related DEGs. Table S10: The KEGG pathways analysis of 20 hub genes. Table S11: The DEMs between CPP-Se and control groups.

How the deposited data were processed for this re-analysis (not part of the article)

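Whole blood RNA of 3 control dogs and 3 CPP-Se dogs, taken on day 30 of feeding, was compared as 1 library per dog. The authors extracted RNA with Trizol, enriched mRNA with oligo(dT) beads, prepared libraries with the NEBNext Ultra kit and sequenced paired ends on an Illumina NovaSeq. The authors aligned the reads with HISAT2 v2.0.5 to the dog genome of Ensembl release 100, assembled them with StringTie v1.3.3b and computed FPKM from the gene length and the reads mapped to the gene, and these FPKM are the values in the deposited table. The authors called their DEGs with DESeq2 on read counts, with an adjusted p under 0.05 and a fold change of at least 1.5. The gene lengths in the deposited table are in bases, as the authors used them for FPKM. The paper's text does not name the library size behind the FPKM, the counting tool, the use of strand or the handling of reads shared by several genes.

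Dogs were grouped by the names of their libraries, which also give the replicate numbers 1, 2 and 3 in each group. Nothing in the paper pairs a control dog with a CPP-Se dog of the same number, so the main comparison used no pairing. FPKM multiplied by gene length and divided by the smallest step of each library gave whole numbers for 100% of the genes, which were taken as reads. The recovered reads were checked against the paper's Table S3, whose normalized counts differed from them by a single factor per dog, with a largest deviation of 0.000455%. Between 6598173 and 8067034 reads per dog lay on genes. Precision is set by 3 dogs per group and by these reads. A count of 3 reads was taken as the floor.

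All comparisons were made in R 4.3.3 with limma 3.58.1, and the tables were prepared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Genes with a mean of at least 1 FPKM over the 6 dogs (9847 of 31512) were tested on log2(FPKM + 1) by lmFit and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment. The thresholds were an adjusted p under 0.05 and a fold change of at least 1.5. Standard errors are those of the log2 fold change in this fit. The correlations between dogs were squared Pearson correlations across all genes. Lists of marker genes of blood cell types, immediate early genes, interferon response genes and selenoproteins (12 lists) were tested with camera in limma at an inter-gene correlation of 0.01, after the genes of the paper's Table S3 had been left out, with Benjamini-Hochberg adjustment over the lists. The mean of each list was also compared by an exact permutation test, two-sided, of 3 dogs against 3.

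The genes named were those that the paper's results name, the first 3 of its Tables S4 and S5, the 5 largest changes in each direction among DEGs with a symbol and without overlap between the groups, and the members of the GO and KEGG terms that the results name, mostly as counts and ranges. This rule was fixed in advance. The genes named outside it are members of the marker lists, genes beside or overlapping a named gene, the genes DUSP1, ANK1 and TMCC2, which were taken from the paper's Table S3 before the deposited values were examined, and genes described as chosen after their values were seen. Some genes that it covers are not reported here.

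The alternatives tried were another pseudocount (0.1), other filters on FPKM, 4 other scalings between dogs, eBayes without a trend and robust eBayes, array weights, replicate number as a block, limma-voom on the recovered reads, other thresholds, and each dog left out in turn. Chosen after seeing the data were limma-voom with sample quality weights, a negative binomial model of the recovered reads, a filter of at least 10 mean reads, and an inter-gene correlation estimated by camera. The negative binomial model had a mean per group, the library size implied by the FPKM as an offset, dispersions shrunk to a trend over the mean, and a two-sided Wald test. The tests were tried on simulated data with 200 genes changed 4-fold, of which 184 were tested, and on simulated data without changed genes. The simulated reads were drawn from a negative binomial distribution with the dispersions fitted by the negative binomial model. GO and KEGG enrichment was not repeated, since the full term lists were not used here. The blood cell counts, serum measurements, metabolites and RT-qPCR values were not analysed here.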

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

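The tests in this part were chosen only after the results were seen. Among the genes outside the paper's Table S3 that were at 0 reads in every control dog, ENSCAFG00000043836 and ENSCAFG00000046241 had more than the floor of 3 recovered reads in each CPP-Se dog. Both were chosen after their values were seen and stand out as signals in genes that the paper does not discuss. ENSCAFG00000043836 is a long noncoding RNA gene (chromosome 35, 26169033 to 26213060) and had 11, 6 and 5 reads in CPP-Se replicates 1, 2 and 3. ENSCAFG00000046241 is a protein-coding gene (chromosome 2, 36407741 to 36410399) and had 4, 5 and 9 reads. Neither reached the mean of 1 FPKM needed for the test of changes between the groups.

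The reads of ENSCAFG00000046241 may belong to another gene, as it lies within PCDHGC3 on the same strand, which held 69 reads over the 6 dogs, of which 13, 5 and 14 were in the control dogs and 7, 14 and 16 in the CPP-Se dogs. How shared reads were counted is not stated in the paper's text, so this was not tested. Chance was tested by dividing the dogs in every other way into 3 with reads above the floor and 3 without reads. As many genes were found in 4 of the 8 divisions that part all same-numbered dogs, and in 8 of all 20 divisions, which part either 1 or 3 pairs, with the real division counted in both. The supplement is a biological explanation that the design offers, but the pattern cannot be told apart from chance. Library size does not set the groups apart, as the reads on genes were 6598173 to 7665265 in the control dogs and 6780213 to 8067034 in the CPP-Se dogs.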

How the results depend on the processing

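The alternatives were set before the data were examined, except for the negative binomial model, limma-voom with sample quality weights, the filter of at least 10 mean reads and the inter-gene correlation estimated by camera, which were chosen after seeing the data. The tests in this part were otherwise chosen before the results were seen.

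The main setting gave 3 DEGs, with 1572 genes at an unadjusted p under 0.05. The count fell to 0 with a pseudocount of 0.1 (1537 genes at an unadjusted p under 0.05) and with all genes above 0 FPKM (1857 genes), and to 1 with genes of at least 5 mean FPKM, with limma-voom on the recovered reads, and with the filter of at least 10 mean reads. Rescaling the FPKM to a common sum gave 14 DEGs, 9 up-regulated and 5 down-regulated, where the main setting gave 0 and 3. That scaling moved the median log2 fold change of the genes tested from -0.004 to 0.138. Limma-voom with sample quality weights gave 156 DEGs (52 up-regulated and 104 down-regulated) and the negative binomial model gave 418 (149 and 269). Across the 6 fits that each left out one dog, the count ranged from 0 to 14, and where it was 0 between 971 and 1642 genes had an unadjusted p under 0.05. Median-ratio scaling, quantile normalization, eBayes without a trend, robust eBayes, array weights, no minimum fold change, a fold change of at least 2 and an adjusted p under 0.1 each gave 3, and scaling without the 20 highest genes gave 2.

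With the replicate number as a block, 1 gene was a DEG (1355 genes at an unadjusted p under 0.05). Deviations of same-numbered dogs from their group means had correlations across genes of 0.0165, -0.0900 and -0.0433 for replicates 1, 2 and 3, all near 0. The cause was not tested for any of these changes in the count.

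The genes of the paper's Table S3 that were tested changed in the paper's direction under every setting, 339 of them in the main setting, 341 with all genes above 0 FPKM and with the filter of at least 10 mean reads, 287 with genes of at least 5 mean FPKM, and 339 in the other fits. For the 330 of the 339 without overlap between the groups, leaving out a dog cannot change the direction. The number past the thresholds was 1, and it became 0 with a pseudocount of 0.1 and with all genes above 0 FPKM, where 336 had an unadjusted p under 0.05 in each. It was 8 with a common sum, 150 with sample quality weights, 323 with the negative binomial model, and 0 to 4 with one dog left out. Adjusted over the list alone, 335 passed; the number was 185 with a common sum and 310 to 329 with one dog left out. The cause was not tested. The lowest squared correlation between dogs was 0.922, and became 0.900 with a pseudocount of 0.1, 0.831 over genes of at least 1 mean FPKM, 0.878 over genes above 0 in all dogs, and 0.844 as the square of Spearman's rho.

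Of the 12 marker lists, 4 passed an adjusted p of 0.05, and 8 did when the paper's DEGs were kept in the lists. With the inter-gene correlation estimated from these 6 dogs, 0 passed, and 3 had an unadjusted p under 0.05. With one dog left out, 4 to 6 passed. The mean log2 fold change of the eosinophil list, -0.11, was 0.42 with the paper's DEGs kept, and ran from -0.61 to 0.17 with one dog left out. With one dog left out, the platelet list ran from -0.54 to 0.10 and the red cell list from -0.093 to 0.527, so the direction of these lists depends on single dogs. For single lists, the other changes were 8 results that passed under an alternative but not in the main setting and 4 that passed in the main setting but not under the alternative. For the named genes there were 57 and 7 such results and 707 without a change, and 0 changed direction. The negative binomial model accounted for 36 of the 57, sample quality weights for 14 and the common sum for 3. All 7 were of OVGP1.

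Depth limits the genes with few reads: 636 of the 9847 genes tested had a mean under 10 reads, and a gene at 0 reads in a group can be said only to lie under the floor of 3 reads. On simulated data with 3 dogs per group and 200 genes changed 4-fold, of which 184 were tested, the main test called 120 (65.2%) and 9 of 9347 unchanged genes. The negative binomial model called 157 (85.3%) and 38 unchanged genes, and on simulated data without changed genes it called 4 of 9567 where the main test called 0 (5.30% had an unadjusted p under 0.05). The simulated reads were drawn gene by gene from a negative binomial distribution with the dispersions fitted by that model, which favours it. The median log2 fold change of the 339 genes of Table S3 tested was -0.81, a smaller change than 4-fold. The shares called thus do not give the power for changes of that size.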

Differences from the paper's values

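The paper gives 110 up-regulated, 231 down-regulated and 341 DEGs in all, called with DESeq2 on read counts. Limma on log2(FPKM + 1) gave 0, 3 and 3, with 1572 genes at an unadjusted p under 0.05. The test thus differs as well as the values. None of the alternatives set before the data were examined closed these gaps. The negative binomial model, chosen after seeing the values, gave 149, 269 and 418, within 1.5 times the paper's counts. Across the 339 genes of Table S3 that were tested, its log2 fold changes had a Pearson correlation of 0.999999 with the paper's. The number of DEGs thus depended strongly on the test. Other settings also called genes of the paper's Table S3 that the main setting did not call. A common sum of FPKM called 8 of its genes and the fit without CPP-Se replicate 2 called 4. The fit without CPP-Se replicate 1 called 1, which was ENSCAFG00000016065. Chosen after seeing the values, sample quality weights called 150 and the negative binomial model 323.

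A log2 fold change was taken to differ where its sign differed or where it lay further from the paper's value than the larger SD of the 2 groups on the log2 scale, which was 0.61 for CCL4, 0.35 for CD163, 0.76 for CAMP, 0.42 for SEMA4F, 0.39 for OVGP1, 0.23 for SLC2A9 and 0.75 for DLEC1. The paper's Table S3 lists a log2 fold change of 2.65 for CCL4, where the FPKM gave 1.85. It lists -1.87 for CD163 and the FPKM gave -0.89, 3.43 for CAMP and the FPKM gave 2.20, and 1.66 for SEMA4F and the FPKM gave 0.96. For OVGP1 it lists -3.82 and the FPKM gave -2.98, for SLC2A9 -2.91 and -1.66, and for DLEC1 -2.80 and -1.75. Of the alternatives set before the data were examined, a pseudocount of 0.1 and limma-voom on the recovered reads closed the gap for each of these 7 genes. The pseudocount of 0.1 gave 2.48 for CCL4, -1.90 for CD163, 3.10 for CAMP, 1.66 for SEMA4F, -3.73 for OVGP1, -2.84 for SLC2A9 and -2.54 for DLEC1. Limma-voom gave 2.38, -1.98, 3.02, 1.79, -3.91, -2.85 and -2.57 in the same order. A common sum of FPKM closed the gap for CCL4 (2.30), CAMP (2.76) and SEMA4F (1.39), and leaving out CPP-Se replicate 2 closed it for CCL4 (2.20); the other alternatives set before the data were examined did not. The negative binomial model and limma-voom with sample quality weights, both chosen after seeing the values, also closed it for all 7.

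The paper's Table S5 of down-regulated genes lists log2 fold changes of 4.55 for OVGP1, 3.82 for SLC2A9 and 3.43 for DLEC1, where the FPKM gave -2.98, -1.66 and -1.75. These are the values that the paper's Table S4 of up-regulated genes lists for ALOX15, ENSCAFG00000016065 and CAMP, and the log2 fold changes of the 2 tables are equal in all 20 positions. The paper's Table S3 lists -3.82, -2.91 and -2.80 for OVGP1, SLC2A9 and DLEC1, with the sign that the FPKM gave. No setting gave the values of Table S5.

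The values that the paper's Fig. 9 plots as FPKM differed from the deposited FPKM for each gene, and no setting closed the gap for any of them. For all 10 genes the plotted values lie within 5.49% of the mean normalized counts that the paper's Table S3 lists. In the control group, Fig. 9, read by eye, shows about 300 for MMP8, about 11 for CCL4, about 1300 for NAMPT, about 33 for CCR9 and about 520 for TLR4, where the deposited FPKM were 13.9, 1.08, 64.9, 3.51 and 22.5. It also shows about 77 for CD163, about 200 for ALOX15, about 13 for CMA1, about 6 for CAMP and about 80 for CXCL8 in Fig. 9, where they were 1.70, 4.69, 1.74, 0.692 and 5.24. In the CPP-Se group, Fig. 9 shows about 100 for MMP8, about 70 for CCL4, about 600 for NAMPT, about 88 for CCR9 and about 210 for TLR4, where the deposited FPKM were 4.39, 6.89, 29.9, 9.53 and 9.24. For CD163, ALOX15, CMA1, CAMP and CXCL8, Fig. 9 shows about 20, about 4800, about 65, about 68 and about 25, where they were 0.454, 110.5, 9.08, 7.54 and 1.62. The mean normalized counts in the paper's Table S3 are 305 and 96.7 for MMP8 in the control and CPP-Se groups, 11.0 and 70.2 for CCL4, 517 and 213 for TLR4, and 203 and 4780 for ALOX15.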

Other observations

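The tests of other splits for the marker lists, the leukocyte lists and the negative binomial model, of the neighbour of OVGP1 and of ALOX15 were chosen only after the results were seen. The other tests were chosen before.

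Other splits of the 6 dogs into 3 and 3 were fitted in the same way. Of the 4 splits that part all same-numbered dogs, 1 gave 3 or more DEGs, which was the real one, and so did 1 of all 10 splits, the others of which part a single pair. The other splits gave 0 to 1 DEGs and 213 to 561 genes at an unadjusted p under 0.05, against 1572 for the real split. With the negative binomial model, 1 of the 4 splits gave as many as 418 genes and the other splits gave 0 to 20. With 10 splits the share cannot fall under 0.1, so the design cannot rule out chance. A few genes with many reads could shift the FPKM of all others. The share of the 20 highest genes in the FPKM overlapped between the groups. A common sum of FPKM gave 14 DEGs (9 up-regulated and 5 down-regulated) with these genes in the sum and 2 without them. The deposited FPKM are not scaled to the summed reads, as the library size they imply was 0.882 to 1.65 times the reads on genes. These counts thus do not test the main setting. Median-ratio scaling and quantile normalization each gave 3 DEGs, the same 3 as the main setting. In the deposited FPKM, the median log2 ratio of a dog to the gene means was -0.052 to -0.020. The median log2 fold change of the genes tested was -0.004 as deposited and 0.008 after median-ratio scaling. As the deposited FPKM already carry a scaling between libraries, medians near 0 and the same 3 DEGs after median-ratio scaling may follow from it. The values show no shift of the typical gene left in the FPKM, but cannot test that scaling itself. Gene length showed no relation to the log2 fold changes across the 9847 genes tested (Spearman's rho = -0.0106).

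Lower myeloid and higher lymphocyte expression in the CPP-Se dogs could reflect a difference in leukocyte proportions. Marker genes outside the paper's Table S3 were tested as lists, with lower values predicted for neutrophils and monocytes and higher values for T, B and NK cells. Of these 5 lists, 4 passed an adjusted p of 0.05 in the predicted direction (camera in limma with Benjamini-Hochberg adjustment over 12 lists). The neutrophil list fell by a mean of 0.19 on the log2 scale and did not pass (adjusted p = 0.265). With the paper's DEGs kept in it, the neutrophil list (14 genes) had a mean of -0.43 (adjusted p = 0.00412), but those genes were chosen for the pattern; over the other alternatives its adjusted p was 0.123 to 0.532. In the B cell and NK lists all 3 CPP-Se dogs lay above every control dog, and in the monocyte list all 3 lay below (exact permutation test, two-sided, p = 0.1 each, the smallest that 3 dogs against 3 allow). In the T cell list 2 of the 3 lay above (exact permutation p = 0.2). With the inter-gene correlation estimated from the data, the adjusted p were 0.161 for B cells, 0.161 for monocytes, 0.188 for NK cells and 0.532 for T cells, and over the other alternatives these 4 lists stayed under 0.05, with 0.0449 the highest, for T cells with control replicate 3 left out. The estimated correlations were 0.0292, 0.00980, 0.102 and 0.360 in the same order. That of monocytes was near the 0.01 of the main setting, so a high correlation is not the reason in that list. The directions of these 4 lists held under each scaling. Counting any of the 12 lists in any direction, 2 of the 4 splits that part all same-numbered dogs, and 4 of all 10, gave 4 or more lists, with 0 to 7 in the other splits. Counting only the 5 leukocyte lists in the predicted direction, in the better of both orientations of a split, 1 of the 4 splits and 1 of all 10 gave 4, which was the real one, and the others gave 0 to 3. A share of 1 in 10 is the smallest that the splits allow, so the design cannot rule out chance, nor can it tell a shift in cell proportions from a change of expression within cells, as the lists are measured in whole blood. The condition is a candidate explanation in either case.

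FOS, JUN, DUSP1 and NFKBIA were lower in the CPP-Se dogs, which might come from the handling of the blood before lysis. The 9 immediate early genes outside Table S3 fell by a mean of 0.28 on the log2 scale, in 3 of 3 CPP-Se dogs below every control dog, and did not pass (adjusted p = 0.241, exact permutation p = 0.1). With the paper's DEGs kept in the list, the mean was -0.50 (adjusted p = 0.00169), but those genes were chosen for the pattern; over the other alternatives the adjusted p was 0.106 to 0.610. A difference in handling is thus neither shown nor ruled out. RHAG, ANK1 and TMCC2 were higher, which might come from immature red cells. The 16 red cell genes outside Table S3 rose by a mean of 0.25, with 1 of 3 CPP-Se dogs above every control dog (adjusted p = 0.304, exact permutation p = 0.6). With the paper's DEGs kept, the mean was 0.41 (adjusted p = 0.0247), and over the alternatives the adjusted p was 0.0188 to 0.845, so this explanation is also left open.

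The supplement carries selenium, and selenoprotein mRNAs might respond to it. The 11 selenoprotein genes outside Table S3 did not pass as a list (adjusted p = 0.384, with a mean of -0.19 on the log2 scale). All 3 CPP-Se dogs lay below every control dog (exact permutation p = 0.1). The mean less the median of all genes tested was -0.19 to -0.14 across the 5 scalings, and the mean itself was -0.19 to -0.04. With the paper's DEGs kept in it, the list (12 genes) had a mean of -0.10 (adjusted p = 0.645), though the paper's DEGs were chosen for their change.

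OVGP1 held 268, 216 and 471 recovered reads in the control dogs and 14, 32 and 30 in the CPP-Se dogs. ENSCAFG00000032137, on the other strand beside it and chosen after its values were seen, held 23, 18 and 39 reads in the control dogs, 8.58%, 8.33% and 8.28% of the OVGP1 reads, and 0 in each CPP-Se dog. Reads that run on from OVGP1 are a candidate explanation, and would give the same share in both groups. With reads summed over the 3 dogs of a group, the shares differed (80 and 955 reads against 0 and 76; Fisher's exact test, two-sided, p = 0.00473). The gene was picked because it was at 0 in every CPP-Se dog, so this test cannot decide, and it also counts reads as independent and leaves out the spread between dogs. Among the genes at 0 in every CPP-Se dog with reads above the floor in each control dog and outside Table S3, ENSCAFG00000032137 was 1 of 2, beside a gene found by the assembly alone on chromosome 8, also chosen after its values were seen (27308264 to 27336024; 4, 12 and 9 reads).

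ALOX15 was higher in 2 of the 3 CPP-Se dogs, which could reflect the amount of eosinophils. Only 2 eosinophil genes outside Table S3 were tested, CCR3 and IL5RA, and their mean fell by 0.11 on the log2 scale (adjusted p = 0.598), with 1 CPP-Se dog above and 2 below every control dog. CPP-Se replicate 3, the dog with the highest ALOX15 (198 FPKM), was 1 of the 2 below, which goes against this explanation, but 2 genes whose direction changed with single dogs cannot decide it. The amount of basophils and mast cells is another candidate explanation. The 3 genes of that list outside Table S3 that were tested, MS4A2, GATA2 and CPA3, rose by a mean of 0.90 on the log2 scale and did not pass (adjusted p = 0.265, exact permutation p = 0.4), with CPP-Se replicates 1 and 3, the 2 dogs in which ALOX15 was higher, above every control dog and CPP-Se replicate 2 below. Over the alternatives the adjusted p was 0.00115, without CPP-Se replicate 2, to 0.676, with the inter-gene correlation estimated, so this explanation is left open.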
